A study of Homo sapiens with 9 samples. Its data were reported in "Genome-Wide Transcriptional Regulation Mediated by Biochemically Distinct SWI/SNF Complexes" (2015).

How the data were processed

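Chromatin from HepG2 cells, an established human liver cancer cell line, was immunoprecipitated with antibodies against 4 subunits of the SWI/SNF chromatin remodeling complex, and the DNA was sequenced (ChIP-seq). The 3 ARID subunits (ARID1A, ARID1B and ARID2) are alternative members that define separate forms of the complex, and SNF5 (also called BAF47, INI1 or SMARCB1) is a core member. Per the labels, the series held 9 libraries, with 2 replicates for each antibody and 1 input library. Grouping followed the antibody named in the title of each library. The input library was not used here, and RNA-seq, signal tracks and public ENCODE data were not analysed here.

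The study's methods state that the authors aligned single-end reads to hg19 with bowtie2, filtered duplicate reads, merged both replicates of each antibody with samtools, and called broad peaks on the merged reads with MACS2. They then joined neighbouring peaks and removed blacklisted regions. Whether the input served as the control for peak calling was not stated. The deposited values are therefore 1 peak list per subunit. Peak boundaries and distances to the nearest transcription start site (TSS) are in bp as the authors gave them. For each ARID peak the authors also deposited a feature class (promoter, exon, intron or distal), a nearest gene from Gencode, a single or multiple label and a chromatin state. The authors' peak score, a whole number from the peak caller, was present in the SNF5 list and in 0 of the 3 ARID lists. It was used only to rank and describe peaks within the SNF5 list. The deposited lists carry no read counts, so the depth of each library is unknown, and neither replicate error nor a limit of detection could be given.

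The lists were compared with the GRCh37 sequence, which is the same assembly as hg19. In the 4 lists, 0 peaks ran past the end of a chromosome, and 0 peak names were repeated. Neighbouring peaks lay at least 209 bp apart in each list. The deposited promoter class held distances of up to 998 bp. Against transcript starts of the Gencode v44 annotation lifted to GRCh37, a class defined by a distance under 1000 bp matched the deposited promoter class for 96.1% of ARID1A, 95.8% of ARID1B and 95.1% of ARID2 peaks. That annotation also supplied gene positions, and promoter shares for SNF5, for which no deposited class was used. Starts, counted from 0 in the files, are printed counted from 1.

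A peak was counted as overlapping when it shared at least 1 bp with a peak of another list, and an ARID peak was called multiple when it overlapped a peak of another ARID and single otherwise. Overlap between lists was tested with a one-sided permutation test in which 1 list was rotated by a random distance on each chromosome, 1000 times. The smallest p these rotations can give is 0.001. Rotation does not keep peaks at promoters or in open chromatin, so it cannot separate shared sites from a shared preference for such places. Shares carry Wilson 95% confidence intervals, which cover counting error over peaks only. Shares were compared with two-sided Fisher exact tests, for which log10 of p is given where p was too small for a floating-point number. Scores were compared with a two-sided permutation test of mean rank with 100000 resamples, for which the smallest possible p is 1e-05. For odds ratios per chromosome, 0.5 was added to each cell. Families of 3 tests were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Peaks are not replicates, so each of these tests compares the deposited lists and not conditions, and the subunit, its antibody and the depth of its libraries cannot be separated.

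The comparison of scores between multiple and single peaks had been planned for each ARID list. Because those lists hold no score, it was made in the SNF5 list instead, between SNF5 peaks overlapped by 2 or 3 ARIDs and SNF5 peaks overlapped by 1. The planned thresholds on score were not applied to the ARID lists.

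The tests and most alternatives were fixed before the data were examined. Those fixed beforehand were a reciprocal overlap of at least 50%, a gap of at most 1000 bp, midpoints at most 500 bp apart, autosomes only, TSS distances of at most 500 or 5000 bp in place of the promoter class, comparison within 5 strata of peak width (Mantel-Haenszel odds ratio with its two-sided chi-square test, or a stratified permutation), a two-sided sign-flip permutation over chromosomes with 100000 resamples, and joining of peaks at most 1000 bp apart. Alternatives chosen after seeing the data were SNF5 peaks with a score of at least 19, the widest 50% of peaks in each list, rotation limited to between 50 and 500 kb, the deposited single or multiple label, joining peaks of each list before overlap, the Gencode v44 promoter class, and comparison within 5 strata of GC content.

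The genes named were fixed in advance as the loci shown or tested by knockdown in the study (KLF6, MYC, EPHA2, RRAS, S100A14, SPOCK2 and TNS4) and the genes of the 4 subunits, each with the peaks assigned to it as nearest gene, together with the peak of highest score. Peaks within 5000 bp of each gene body were added after seeing the data.

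The overlap and stratified tests were first tested on simulated data. Among 40 pairs of independent simulated lists, 0 gave p under 0.05. The simulated peaks were placed at random, without the preference of the real peaks for promoters. With 3000 overlaps planted, 3014 were found, against a mean of 30.5 after rotation. A simulated conditional odds ratio of 2 was estimated as 2.14 by the stratified test and as 4.26 without strata. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and samtools 1.23.1, and figures were drawn with matplotlib 3.10.9.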

Results

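Binding of 4 SWI/SNF subunits was mapped by ChIP-seq in HepG2, an established line derived from a liver tumour. Each subunit was represented by 1 peak list, called by the authors on 2 merged replicates. The values below therefore have no replicate error, and the depth behind each list is unknown. The ARID1A list held 12852 peaks with a median width of 218 bp (quartiles 127 and 392 bp), covering 3.94 Mb. The ARID1B list held 8728 peaks with a median width of 164 bp (quartiles 88 and 251 bp), covering 1.83 Mb. The ARID2 list held 12995 peaks with a median width of 189 bp (quartiles 113 and 303 bp), covering 3.26 Mb. SNF5, the core subunit, had 20718 peaks with a median width of 535 bp (quartiles 313 and 963 bp), covering 15.5 Mb. Joining peaks at most 1000 bp apart left 9804, 7444, 9565 and 18039 regions for ARID1A, ARID1B, ARID2 and SNF5.

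The first question was how far the sites of each ARID coincided with those of the core subunit. SNF5 peaks overlapped 9159 of the 12852 ARID1A peaks (71.3%, Wilson 95% interval 70.5 to 72.0), 5490 of the 8728 ARID1B peaks (62.9%, 61.9 to 63.9) and 8732 of the 12995 ARID2 peaks (67.2%, 66.4 to 68.0). After rotation of the SNF5 list, the mean overlap was 1.05%, 0.929% and 0.946%. Each overlap exceeded all rotations (one-sided permutation test, adjusted p = 0.001, the smallest possible). Rotated peaks do not stay at promoters, so this test cannot separate shared sites from a shared preference for promoters. From the other side, 10538 of the 20718 SNF5 peaks overlapped a peak of any ARID (50.9%, 50.2 to 51.5), against 0.969% after rotation (one-sided permutation test, p = 0.001, the smallest possible). The rule for overlap moved these shares most. With a reciprocal overlap of at least 50%, the share of ARID1A peaks matched by SNF5 was 13.0%, and with a gap of at most 1000 bp it was 86.3%. Both remained above rotation. Reciprocal overlap cannot match an ARID peak less than 50% as wide as the SNF5 peak, and median widths were 218 bp for ARID1A and 535 bp for SNF5.

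The 3 ARID lists were next compared with one another. ARID1A and ARID2 shared the most sites: 5191 ARID1A peaks (40.4%, 39.5 to 41.2) overlapped an ARID2 peak, and 5424 ARID2 peaks (41.7%, 40.9 to 42.6) overlapped an ARID1A peak. ARID1B overlapped 2687 ARID1A peaks (20.9%, 20.2 to 21.6), and 2802 ARID1B peaks (32.1%, 31.1 to 33.1) overlapped ARID1A. For ARID1B and ARID2, 2376 ARID1B peaks (27.2%, 26.3 to 28.2) and 2352 ARID2 peaks (18.1%, 17.4 to 18.8) overlapped. The log2 ratio of observed to mean rotated overlap was 6.62 for ARID1A and ARID1B, 6.89 for ARID1A and ARID2, and 6.62 for ARID1B and ARID2 (one-sided permutation tests, adjusted p = 0.001 for each pair, the smallest possible). The largest move for ARID1A and ARID2 came with rotations of only 50 to 500 kb, where the ratio was 5.67. Differences in this ratio between pairs were not tested. As above, rotation does not keep peaks at promoters, so these ratios include any shared preference for them.

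Merging the 3 lists gave 25247 regions, of which 6389 (25.3%, 24.8 to 25.8) held peaks of 2 or 3 ARIDs and 1907 (7.55%, 7.23 to 7.89) held peaks of all 3. ARID1A alone covered 6729 regions, ARID1B alone 5226 and ARID2 alone 6903. Among regions with 2 ARIDs, 3146 held ARID1A and ARID2, 801 held ARID1A and ARID1B, and 535 held ARID1B and ARID2. An SNF5 peak overlapped 1858 of the 1907 regions with all 3 ARIDs (97.4%, 96.6 to 98.1).

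**Figure D1:**
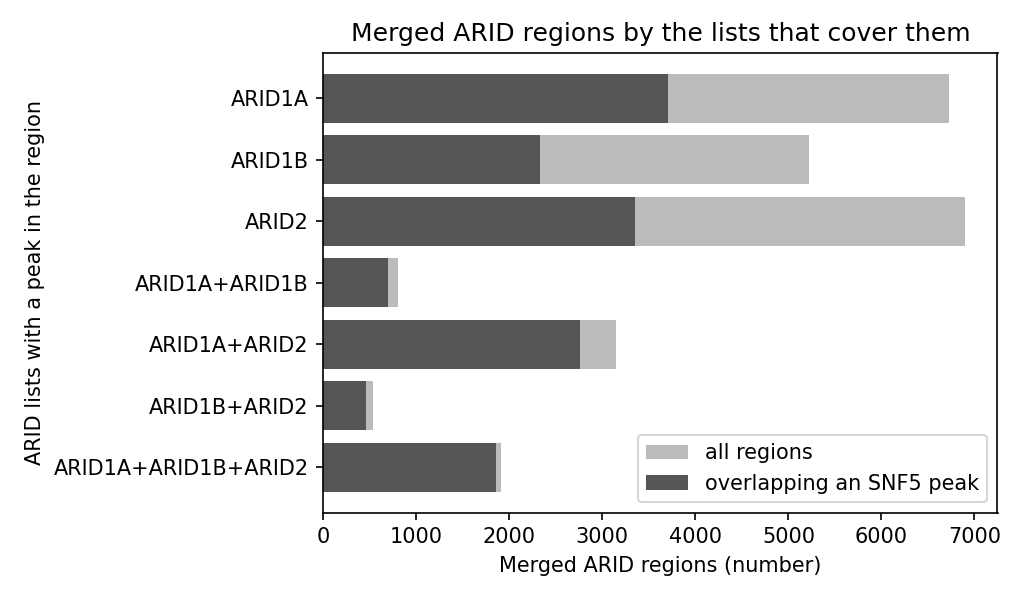
Number of merged ARID regions (horizontal axis) by the ARID lists with a peak in them, with the part that overlaps an SNF5 peak in dark grey. Regions with ARID1A and ARID2 (3146) outnumbered those with either of the other pairs (801 and 535), and 1858 of the 1907 regions with all 3 ARIDs overlapped SNF5.

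Counted per list, 6123 ARID1A peaks (47.6%, 46.8 to 48.5), 3502 ARID1B peaks (40.1%, 39.1 to 41.2) and 6092 ARID2 peaks (46.9%, 46.0 to 47.7) were multiple, that is, overlapped by another ARID. The authors' deposited label gave 47.8%, 40.2% and 47.0%, and differed for 17, 7 and 13 peaks. These shares depended on the overlap rule: with a gap of at most 1000 bp they were 72.7%, 58.0% and 74.6%, and with a reciprocal overlap of at least 50% they were 17.7%, 12.5% and 17.1%.

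The location of the peaks was compared by the authors' feature class. Promoters held 9333 ARID1A peaks (72.6%, 71.8 to 73.4), 3306 ARID1B peaks (37.9%, 36.9 to 38.9) and 8705 ARID2 peaks (67.0%, 66.2 to 67.8). Introns held 12.9%, 33.9% and 17.5% of the lists, and distal sites 12.6%, 25.8% and 13.6%. The ARID1A promoter share was 34.7 percentage points above that of ARID1B (two-sided Fisher exact test, odds ratio 4.35, log10 of p -568) and 5.63 points above that of ARID2 (odds ratio 1.31, adjusted p = 6.62e-23). The ARID1B share minus the ARID2 share was -29.1 points (odds ratio 0.300, log10 of p -393). Per chromosome, ARID1A exceeded ARID1B on 24 of 24 chromosomes and ARID2 on 22 of 24 (two-sided sign-flip permutation tests, p = 1e-05, the smallest possible, and p = 9e-05). The small difference between ARID1A and ARID2 changed direction within strata of GC content, where the odds ratio was 0.794 (Mantel-Haenszel chi-square test, two-sided, adjusted p = 1.61e-13). The median GC content of the peaks was 64.1% for ARID1A, 52.1% for ARID1B and 57.2% for ARID2. By Gencode v44 transcript starts, 52.7% (52.0 to 53.4) of SNF5 peaks lay within 1000 bp of a TSS, against 76.1%, 41.1% and 71.0% for ARID1A, ARID1B and ARID2.

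**Figure D2:**
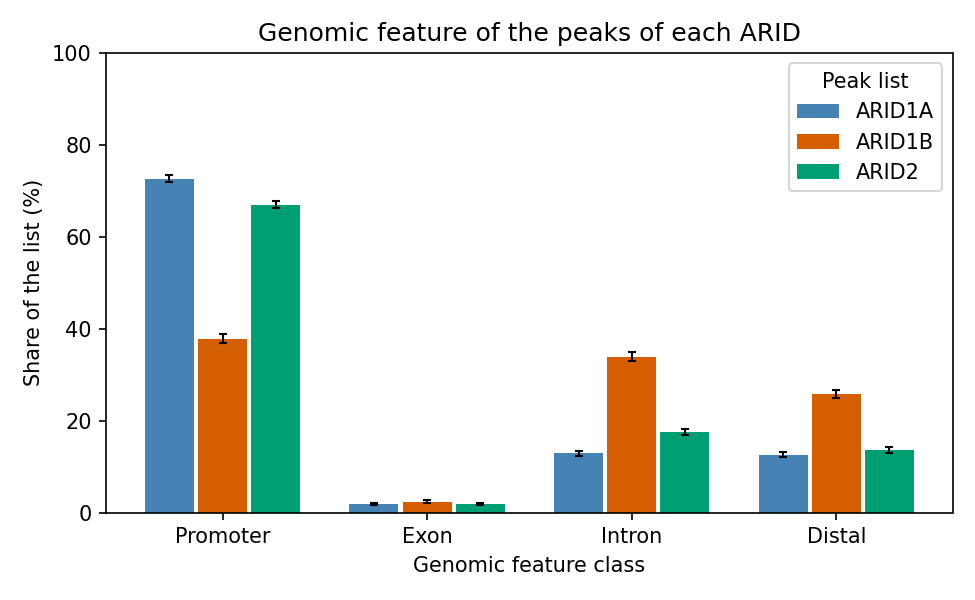
Share of each ARID list (vertical axis, %) in each deposited feature class; bars are shares and error bars Wilson 95% intervals over peaks. Promoters held 72.6% of ARID1A, 37.9% of ARID1B and 67.0% of ARID2 peaks.

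Whether multiple binding depended on the genomic feature was tested for each ARID. In promoters or exons, 63.7% (62.1 to 65.3) of 3512 ARID1B peaks were multiple, against 24.3% (23.1 to 25.4) of 5216 in introns or distal sites (two-sided Fisher exact test, odds ratio 5.48, adjusted p = 1.94e-300). The corresponding shares for ARID2 were 53.0% (52.0 to 54.0) of 8950 and 33.3% (31.9 to 34.8) of 4045 (Fisher exact test, odds ratio 2.26, adjusted p = 1.54e-97). For ARID1A they were 49.6% (48.6 to 50.6) of 9575 and 41.9% (40.2 to 43.6) of 3277 (Fisher exact test, odds ratio 1.37, adjusted p = 2.45e-14). Multiple peaks were wider than single peaks, with medians of 332 and 168 bp for ARID1A, 212 and 138 bp for ARID1B, and 252 and 153 bp for ARID2. Within strata of width, the ARID1A odds ratio was 0.978 (Mantel-Haenszel chi-square test, two-sided, adjusted p = 0.627), so that no dependence was detectable for ARID1A, while those of ARID1B and ARID2 were 6.21 and 2.02.

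**Figure D3:**
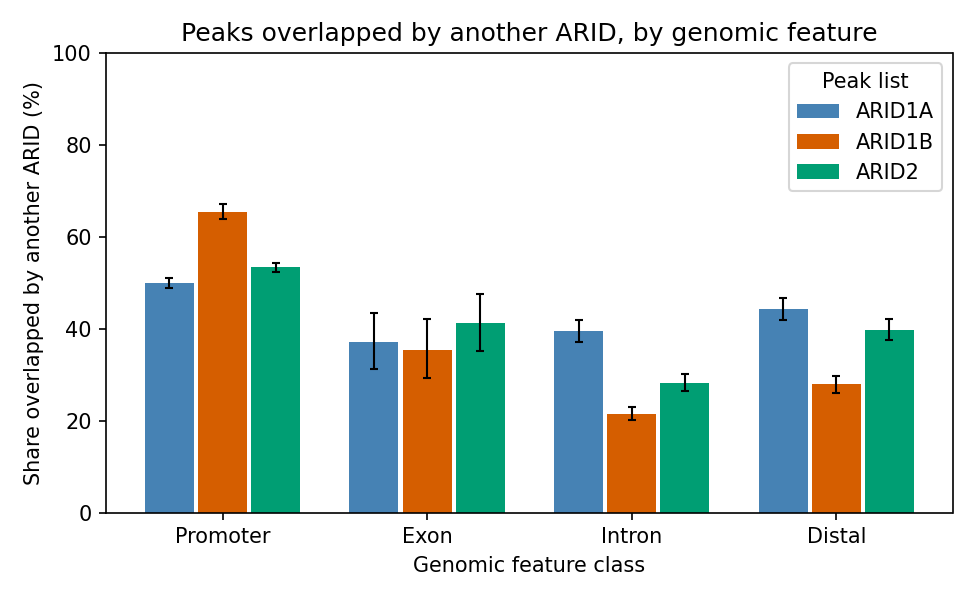
Share of peaks overlapped by another ARID (vertical axis, %) in each deposited feature class, for the 3 ARID lists; error bars are Wilson 95% intervals over peaks. ARID1B ranged most widely, from 21.5% of intron peaks to 65.5% of promoter peaks.

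Sites called for 1 ARID were compared with shared sites in their overlap with SNF5. SNF5 overlapped 89.0% (88.2 to 89.8) of multiple and 55.1% (53.9 to 56.3) of single ARID1A peaks, with an odds ratio of 6.61 (two-sided Fisher exact test, log10 of p -419). For ARID1B the shares were 90.4% (89.4 to 91.3) and 44.5% (43.1 to 45.8), with an odds ratio of 11.7 (log10 of p -460). For ARID2 they were 88.4% (87.6 to 89.2) and 48.5% (47.3 to 49.7), with an odds ratio of 8.09 (log10 of p -546). Midpoints at most 500 bp apart gave the lowest ARID1A odds ratio, 2.48. Within strata of width the 3 odds ratios were 4.15, 9.47 and 5.92.

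The score of SNF5 peaks, as the authors' peak caller gave it, was set against the number of ARIDs overlapping them. The median score was 17 for 10180 SNF5 peaks with no ARID, 20 for 4752 with 1 ARID, 22 for 3702 with 2 and 26 for 2084 with 3. By rank of score, the probability that a peak with 2 or 3 ARIDs stood above a peak with 1 was 68.6% (two-sided permutation test, p = 1e-05, the smallest possible). Scores are whole numbers and can tie, so this need not be the share of pairs with a strictly higher score. SNF5 width rose alongside, with medians of 383, 603, 916 and 1500 bp, and within strata of width the probability was 65.9% (two-sided stratified permutation test, p = 1e-05, the smallest possible).

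**Figure D4:**
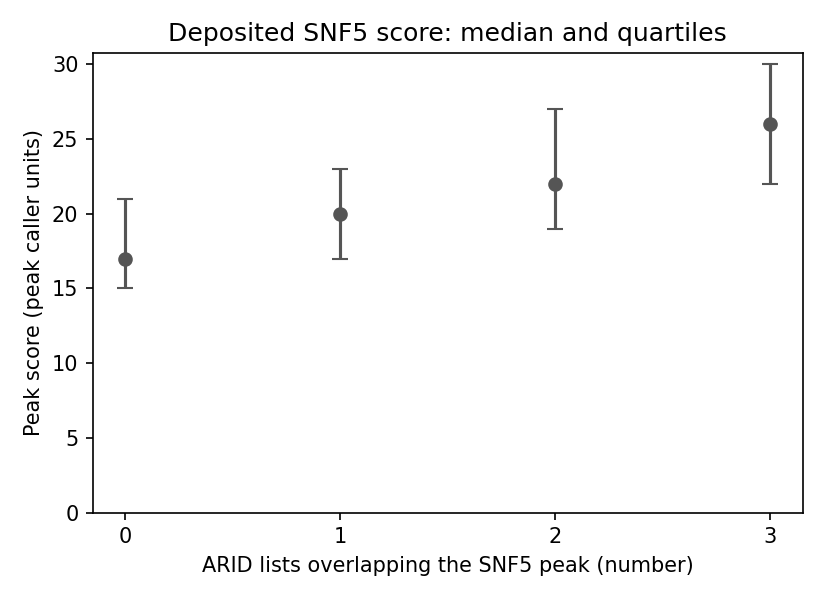
Deposited SNF5 peak score (vertical axis, peak caller units) against the number of ARID lists overlapping the peak; points are medians and bars run from the lower to the upper quartile. The median rose from 17 with no ARID to 26 with 3.

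The ARID1A peaks were assigned by the authors to 8448 gene names, of which 6178 (73.1%, 72.2 to 74.1) were also assigned a peak of another ARID. The shares were 70.2% (69.0 to 71.4) of 5543 names for ARID1B and 77.5% (76.5 to 78.4) of 7808 for ARID2. Of 12428 names in any list, 2622 (21.1%, 20.4 to 21.8) were in all 3. With only peaks within 5000 bp of a TSS, the ARID1B share was 77.9%. Gene names can stand for several copies of a repeated gene, and no test was made.

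At MYC (chromosome 8, 128747680 to 128755197, hg19, plus strand), 6 ARID1A, 3 ARID1B and 5 ARID2 peaks had MYC as the nearest gene. A single SNF5 peak from 128745919 to 128752470 with a score of 22 spanned the promoter and the first part of the gene. The ARID1A peak from 128748437 to 128748571 and the ARID2 peak from 128748332 to 128748528 were in the promoter class and overlapped each other. In an intron, the ARID1A peak from 128749610 to 128750250 was overlapped by an ARID1B peak (128749963 to 128750148) and an ARID2 peak (128750003 to 128750054). No ARID1B peak at MYC was in the promoter class, which held distances of up to 998 bp. The ARID1B peak from 128749963 to 128750148 lay 1576 bp from the TSS, within the 2 kb that the study took as promoter. The study describes binding of all 3 ARIDs near this TSS.

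**Figure D5:**
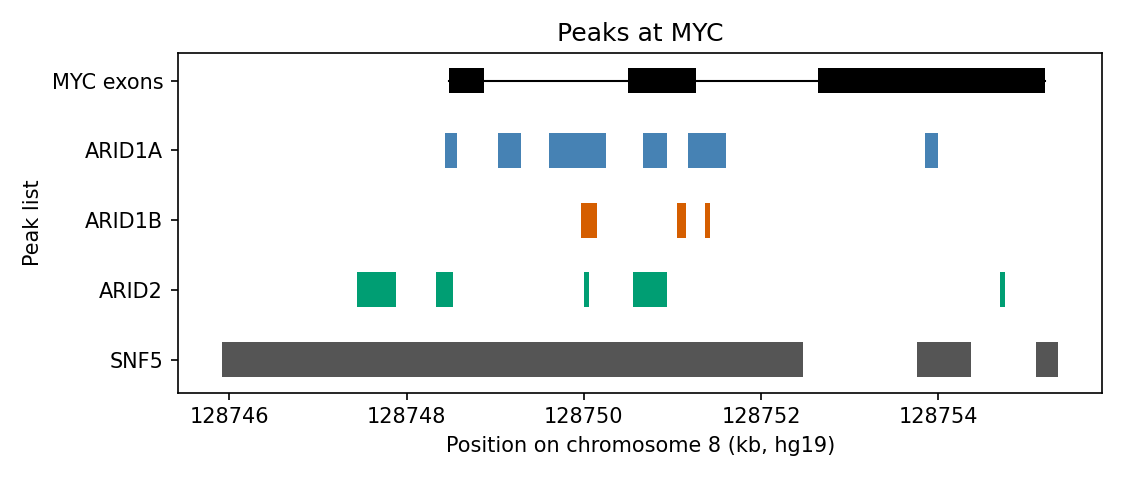
Peaks of the 4 lists at MYC by position on chromosome 8 (horizontal axis, kb, hg19), with the exons of the canonical Gencode v44 transcript in black. The SNF5 peak from 128745919 to 128752470 contains most of the ARID peaks.

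At KLF6 (chromosome 10, 3818188 to 3827473, minus strand), 2 ARID1A, 1 ARID1B and 3 ARID2 peaks were assigned, and each was multiple and overlapped SNF5. Its promoter held an ARID1A peak of 1463 bp from 3826886 to 3828348, within an SNF5 peak from 3826671 to 3829486 with a score of 30. EPHA2 (chromosome 1, 16450832 to 16482564) was assigned 3 ARID1A peaks and no peak of the other ARIDs. Its promoter peak from 16481973 to 16482526 was single and overlapped SNF5. Within 5000 bp of EPHA2 there was also no ARID1B or ARID2 peak. The study, by contrast, describes binding of all 3 ARIDs in the promoter and first intron of EPHA2. Signal tracks were not analysed here, so the lists do not show that ARID1B and ARID2 were absent. RRAS (chromosome 19, 50138549 to 50143400) was assigned 1 ARID1A and 1 ARID2 peak, which overlapped each other in the promoter. SPOCK2 (chromosome 10, 73818792 to 73848790) was assigned 3 ARID1A, 1 ARID1B and 4 ARID2 peaks. Of these, 2 ARID2 peaks of 52 bp, the smallest width in the ARID2 list, were in the promoter class and single. Neither of these peaks overlapped SNF5. The ARID1A and ARID1B peaks assigned to SPOCK2 were distal. Within 5000 bp of the gene there were 3 ARID2 peaks and no ARID1A or ARID1B peak. No ARID peak was assigned to S100A14 (chromosome 1, 153586731 to 153589462) or TNS4 (chromosome 17, 38632080 to 38657875). Within 5000 bp of S100A14 there was 1 ARID1A peak, assigned to S100A16, and 1 SNF5 peak, and within 5000 bp of TNS4 there was 1 SNF5 peak.

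Among the genes of the subunits themselves, ARID1A (chromosome 1, 27019727 to 27108595) was assigned 4 ARID1A, no ARID1B and 2 ARID2 peaks. ARID1B (chromosome 6, 157097154 to 157531913) was assigned 1, 3 and 1 peaks of ARID1A, ARID1B and ARID2, and ARID2 (chromosome 12, 46123489 to 46301823) was assigned 4, 3 and 4. Peaks near a gene can be assigned to another gene. Within 5000 bp of the gene body, the counts in the same order were 5, 0 and 5 at ARID1A, 3, 4 and 4 at ARID1B, and 4, 3 and 4 at ARID2. SMARCB1, which encodes SNF5 (chromosome 22, 24129118 to 24180196), was assigned 1 ARID1A peak from 24129128 to 24129504 and 1 ARID2 peak from 24129138 to 24129415, both in the promoter and overlapping an SNF5 peak from 24128713 to 24129956 with a score of 20. The highest score in the SNF5 list, 134, belonged to a peak of 150 bp on chromosome 7 from 10008 to 10157, near the end of the chromosome, which was overlapped by all 3 ARIDs. It lay 2547 bp from the nearest annotated gene.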

Values the study reported

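The study reported 12852 peaks for ARID1A, 8728 for ARID1B, 12995 for ARID2 and 20718 for BAF47 (SNF5). It gave the overlap of single ARIDs with BAF47 as 63 to 72%, and about 73% of BAF47 regions as overlapped by the union of the ARIDs. Promoters, taken as 2 kb on either side of the TSS, held over 70% of ARID1A, 60% of ARID2 and 25% of ARID1B peaks. Sites bound by multiple ARIDs made up 54% for ARID1A, 42% for ARID1B and 50% for ARID2, and 1632 of 25226 peaks (6.5%) were bound by all 3.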

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

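Comparison within strata of peak width was fixed before the data were examined, but it was taken as a test of the explanations in this part only after its results had been seen, as were the overlap rules; the other tests of explanations here were set before theirs. The dependence of multiple binding on genomic feature differed between the ARID lists. The mean over chromosomes of the log2 ratio of odds ratios (promoter or exon against intron or distal) was 2.15 for ARID1B against ARID1A (same direction on 23 of 24 chromosomes), 0.66 for ARID2 against ARID1A (23 of 24) and -1.48 for ARID2 against ARID1B (24 of 24). Two-sided sign-flip permutation tests over chromosomes, adjusted over 6 comparisons, gave p = 2e-05, 0.00021 and 2e-05. With 0.5 added to each cell, chromosomes that lacked a class still entered. Without them the means were 1.86 (21 of 22), 0.78 (23 of 23) and -1.17 (21 of 21).

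Technical explanations were weighed for ARID1B against ARID1A, where the log2 ratio over whole lists was 2.01 (95% interval from a bootstrap over chromosomes, 1.82 to 2.18). The ratio within strata of width was 2.67 (2.45 to 2.87), so the link of width with multiple binding inside each list was not the whole cause. These strata were formed separately in each list and did not match widths between lists. A difference in width between the lists was therefore not excluded. Equal numbers of the widest peaks gave 2.63 (2.38 to 2.87), so the ratio remained when the numbers were equal. That selection also changed width, and the ARID1A odds ratio in it was 0.925. It therefore cannot exclude fewer called peaks in the ARID1B list as a cause. ARID1B is set against promoter-rich partners, while the partners of ARID1A include the promoter-poor ARID1B list. With ARID2 as the only partner of both, the ratio was 1.07 (0.88 to 1.26), so the composition of the partner lists may account for part of the difference but not all of it. With a reciprocal overlap of at least 50% the ratio was also 1.07 (0.86 to 1.25), so the rule for overlap changed its size but not its direction. The antibodies, the depth of the libraries and a difference in biology between ARID1B and ARID1A remain open and were not tested. Differences between the lists in width and in the number of called peaks also remain open.

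The association of SNF5 with multiple binding differed between lists at an overlap of 1 bp, but these differences depended on the overlap rule. The mean log2 ratio of odds ratios was 0.93 for ARID1B against ARID1A (23 of 24 chromosomes), 0.33 for ARID2 against ARID1A (17 of 24) and -0.60 for ARID2 against ARID1B (17 of 24), with sign-flip permutation tests giving adjusted p = 2e-05, 0.00208 and 0.00132 in the same family of 6 tests. Without chromosomes that lacked a class the means were 0.79 (22 of 23), 0.38 (16 of 22) and -0.37 (15 of 22). For ARID1B against ARID1A the ratio over whole lists was 0.83 (0.65 to 1.02). It was 1.19 (1.01 to 1.38) within strata of width and 0.76 (0.56 to 0.97) within feature classes. The latter argues against feature composition as the whole cause. The strata of width were formed separately in each list, so a difference in width between the lists was not excluded. With a reciprocal overlap of at least 50% the ratio of ARID1B to ARID1A was 0.034 (-0.41 to 0.48). It was 0.53 (0.39 to 0.71) with midpoints at most 500 bp apart and 1.38 (1.18 to 1.61) with a gap of at most 1000 bp. The ratio of ARID2 to ARID1B changed direction, from -0.53 (-0.73 to -0.35) at 1 bp to 0.81 (0.35 to 1.23) with reciprocal overlap, was -0.03 (-0.20 to 0.13) with midpoints, and kept its direction with the gap, at -1.21 (-1.43 to -0.98). For ARID2 against ARID1A it was 0.84 (0.63 to 1.05) with reciprocal overlap, 0.50 (0.41 to 0.61) with midpoints and 0.17 (-0.03 to 0.40) with the gap. The order of the lists therefore depended on the rule for overlap: the gap widened the difference for ARID1B against both other lists, and reciprocal overlap removed or reversed it. Reciprocal overlap cannot match an ARID peak less than 50% as wide as the SNF5 peak. Median widths were 535 bp for SNF5, 218 bp for ARID1A, 164 bp for ARID1B and 189 bp for ARID2, so this rule also selects by width. Which rule reflects binding was not tested, and no difference in biology is drawn from the order of the lists.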

How the results depend on the processing

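Across 155 alternatives to 27 results, 136 kept the direction and side of the threshold, or stayed within the interval or within 1.5 times a count. Of the 155, 106 were planned and 49 were chosen after seeing the data. The overlap of each list with SNF5 and of each ARID pair stayed above rotation under every alternative run, although the shares themselves ranged widely: 13.0 to 86.3% of ARID1A, 5.58 to 76.0% of ARID1B and 7.56 to 86.2% of ARID2 peaks overlapped SNF5, and 13.96 to 66.1% of SNF5 peaks overlapped an ARID.

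Within strata of width, the ARID1A odds ratio of multiple binding by feature was 0.978 (two-sided Mantel-Haenszel chi-square test, adjusted p = 0.627), against 1.37 over the whole list, so the effect was lost. Multiple ARID1A peaks were wider than single ones, but width was not compared between feature classes. How width removed the effect was therefore not tested. The same strata gave ARID1B an odds ratio of 6.21, against 5.48 over the whole list, and ARID2 2.02, against 2.26. Within strata of GC content, chosen after seeing the data, the promoter odds ratio of ARID1A against ARID2 was 0.794 (the same test, chi-square, adjusted p = 1.61e-13), against 1.31 over whole lists, a reversal. Promoters are rich in GC, so this setting removes part of what it compares, and the cause was not tested further.

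The share of multiple peaks moved in 5 settings. For ARID1A, ARID1B and ARID2 it was 17.7%, 12.5% and 17.1% with a reciprocal overlap of at least 50%, 72.7%, 58.0% and 74.6% with a gap of at most 1000 bp, and 60.7%, 50.4% and 59.2% with midpoints at most 500 bp apart. Joining peaks at most 1000 bp apart within each list first gave 54.3%, 42.1% and 53.7%, and the widest 50% of each list gave 51.1% for ARID1A and 49.8% for ARID2. ARID1B had the lowest share in each of these settings where all 3 were listed. The share of nearest genes in another list, from peaks within 5000 bp of a TSS, was 71.0%, 77.9% and 76.3%, which moved ARID1B from the lowest of the 3 to the highest. The cause was not tested.

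The planned thresholds by score were not run for the ARID lists, which hold no score as used here, and the same number of highest-scoring peaks from every list was not run. No paired analysis was possible because the replicates were merged before peak calling and no value per replicate was used. Leaving out a replicate was not possible for the same reason. The unknown depth limits the comparison of single and multiple peaks, since a peak missed in a shallow list makes its partner single.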

Other observations

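The tests of GC content, nearby single peaks and assembly gaps were chosen after the results they measure had been seen; the tests of realignment, of mutual overlap after realignment and of strata within SNF5 peaks were set before. No biological explanation was tested in this part.

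The deposited chromatin states of overlapping peaks often differed. Overlapping ARID1A and ARID2 peaks (5618 pairs) had the same feature class in 98.2% of pairs but the same state in only 51.4%, against 43.8% by chance. On chromosome 1, at the start of the lists, the states were the same in 86.1% of 475 pairs, where 60.5% was due by chance. On chromosome 20 they were the same in 34.7% of 291, with 35.5% by chance. Chromosomes 4 and 5, at 60.5% and 65.3%, were also near their chance levels of 58.5% and 60.05%, and all 11 pairs on chromosome Y carried 1 state, so that chromosome could not show a slip. A candidate explanation is that the state column slipped against the rows. Each list was realigned in windows of 500 peaks by the offset that best matched promoter states to the promoter class. The best offset was 0 in the first window of both lists and ranged from -4 to 6 rows for ARID1A and from 0 to 12 rows for ARID2, rising and then falling along the ARID1A list. Among 950 pairs of intron or distal peaks, which carry little of the promoter information used for aligning, the same state then rose from 48.9% to 76.3%, above the range of 37.4 to 47.3% from 100 sets of random offsets. Over all pairs, agreement rose on each of the 22 chromosomes with at least 20 pairs. It stayed at 50% on chromosome X (2 pairs) and fell from 100% to 90.9% on chromosome Y (11 pairs). All pairs include promoter peaks, which the aligning itself matched, so this rise is not independent evidence of a slip. Wide peaks that span several states would give more agreement at closer overlap. After realignment the gain was 4.27 points, from 75.9% (Wilson 95% interval 73.6 to 78.1) of the 1405 pairs with the lowest mutual overlap to 80.2% (78.0 to 82.2) of the 1405 with the highest, which is too small to account for the low agreement as deposited and leaves a minor part open. The state column was not used in the comparisons above.

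ARID peaks coincided within SNF5 peaks beyond what the width and promoter position of the SNF5 peak gave. For ARID1A and ARID2 the odds ratio was 10.5 over all SNF5 peaks and 4.39 (95% bootstrap interval 3.80 to 5.06) within strata of width and promoter class. It was 2.81 (2.52 to 3.10) for ARID1A and ARID1B and 2.34 (2.09 to 2.61) for ARID1B and ARID2. Shared chromatin preparation, open chromatin and true joint occupancy remain open.

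GC content may account for the small excess of promoter peaks in ARID1A over ARID2, since the odds ratio within strata of GC was 0.794. It did not account for all of the excess over ARID1B, for which the odds ratio was 4.35 over whole lists and 2.51 within strata. GC bias in the libraries and a preference of ARID1A for GC-rich promoters were not separated by this test.

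Many single peaks lay close to a peak of another ARID. Within 1000 bp there was such a peak for 47.9% of single ARID1A, 29.8% of single ARID1B and 52.3% of single ARID2 peaks. Rotations of 50 to 500 kb gave at most 4.50%, 3.79% and 3.95%, which argues against crowding at that scale as the whole cause. Crowding within promoters was not tested. The narrow peaks could split 1 broad site into parts that miss each other, so the single class should be read with the distance rule in mind.

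Reads collapsed beside assembly gaps are a candidate source of the highest SNF5 score, at the end of chromosome 7. Of the 20 SNF5 peaks with the highest scores, 3 (15.0%) lay within 100 kb of an assembly gap of at least 10 kb, against 406 of the other 20698 (1.962%; two-sided Fisher exact test, p = 0.00678). All 3 were overlapped by the 3 ARIDs, as were 13 of the 20. The peak on chromosome 7 had prompted the test, and among the other 19 the number was 2 (two-sided Fisher exact test, p = 0.0531). Those 2 lay close together on chromosome Y, from 10033445 to 10033642 and from 10037733 to 10037969. Both tests count them as independent peaks, which they may not be. So few peaks leave a collapse of reads and strong binding unable to be separated, and most of the 20 lay away from gaps.

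The promoter share of ARID1B peaks here was 37.9%. That is higher than the value quoted from the study above. The windows differ: the deposited class held distances of up to 998 bp, and the study stated 2 kb. A narrower window cannot raise the share of the same list, so the window alone does not account for the higher value. The share of SNF5 peaks overlapped by any ARID was 50.9%. That is lower than the value quoted from the study above. Counted from the other side, 15153 merged ARID regions overlapped an SNF5 peak, which is 73.1 regions per 100 SNF5 peaks, since 1 SNF5 peak can hold several regions.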
